# Transcriptomic data of MCF-7 breast cancer cells treated with G1, a G-protein coupled estrogen receptor (GPER) agonist^✩^

**DOI:** 10.1016/j.dib.2022.107948

**Published:** 2022-02-13

**Authors:** Uttariya Pal, Ankur Sahu, Pankaj Barah, Anil Mukund Limaye

**Keywords:** GPER, G1, RNA-seq, MCF-7

## Abstract

Besides short-term non-genomic effects, the G-protein coupled estrogen receptor (GPER) also mediates long-term genomic effects of estrogen. The genomic effects of GPER activation are not completely understood. G1 is a selective GPER agonist, which is popularly used for addressing the effects of GPER activation. Here, we present transcriptomic (RNA-seq) data on MCF-7 cells treated with 100 nM, or 1 µM G1 for a period of 48 h. The data are available from GEO (accession number GSE188706).

## Specifications Table

**Table:** 

Subject	Biological sciences
Specific subject area	Transcriptomics
Type of data	Table Transcriptomic data
How the data were acquired	RNA-seq
Data format	Raw sequence (FASTQ) Normalized count matrix
Parameters for data collection	MCF-7 breast cancer cells were treated with 100 nM G1 (n = 3), 1 µM G1 (n = 3), or vehicle (0.1% ethanol, n = 3) for 48 h.
Description of data collection	Total RNA was isolated. Sequencing libraries were prepared using standard protocol. Libraries were sequenced using the Illumina platform.
Data source location	Indian Institute of Technology Guwahati, Guwahati, Assam, India (26°11′14′′N 91°41′30′′E)
Data accessibility	Raw sequence, and processed data are submitted in Gene Expression Omnibus (GEO, accession number GSE188706). Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188706

## Value of the Data

• This dataset captures the transcriptomic profiles of MCF-7 cells treated with vehicle, or the GPER agonist G1.
• It will contribute to a better understanding of the genomic effects of G1 in breast cancer cells.
• Investigators interested in GPER biology can use, and independently analyze, the data for insights into the genomic effects of GPER activation.

## 1 Data Description

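MCF-7 is an established luminal breast cancer cell line that expresses the nuclear estrogen receptor, and G1 is a synthetic ligand of GPER. RNA-seq was performed on 9 RNA samples, 3 from vehicle-treated cells (A1, A2 and A3), 3 from cells treated with 100 nM G1 (B1, B2 and B3) and 3 from cells treated with 1 µM G1 (C1, C2 and C4). Each RNA sample came from the pooled lysates of 2 dishes. Nothing in the paper says whether samples of a group came from separate passages or days. The p-values measure the spread between these samples, which may be technical. The authors filtered the reads with fastp, mapped them with HISAT2 and counted them per gene with featureCounts. The deposited values are whole-number counts for 58825 genes, with totals of 15246994 (A1), 15199467 (A2) and 18227979 (A3) in vehicle, 16317262 (B1), 16576748 (B2) and 17162135 (B3) at 100 nM G1, and 15713631 (C1), 17536339 (C2) and 16506685 (C4) at 1 µM G1. Genes with low counts were removed, which left 18843 genes. The counts were scaled by the trimmed mean of M values (TMM). Each pair of groups was compared by edgeR's quasi-likelihood test on all 9 samples. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with limma's camera at a preset correlation, and again with an estimated correlation.
Samples A3, B3 and C4 lay apart from the other libraries of their groups. On the second principal component of log2 CPM (counts scaled to library size), vehicle libraries had values of 0.28 (A1), 0.37 (A2) and 31.86 (A3), the 100 nM libraries -0.69 (B1), -5.88 (B2) and 13.09 (B3), and the 1 µM libraries -35.91 (C1), -33.75 (C2) and 30.64 (C4). On the first component A3, B3 and C4 were also the highest of their groups, toward the side of the 1 µM libraries. Values there were -32.06 (A1), -40.52 (A2) and 12.48 (A3) in vehicle and -48.88 (B1), -32.43 (B2) and -8.29 (B3) at 100 nM. At 1 µM they were 31.43 (C1), 46.36 (C2) and 71.92 (C4). The deviation thus lay partly along the axis that separates 1 µM G1. No pair of libraries of a group differed by less than the sampling noise, with a chi-square per degree of freedom from 4.35 (C1 and C2) to 44.9 (C1 and C4).

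**Figure D1:**
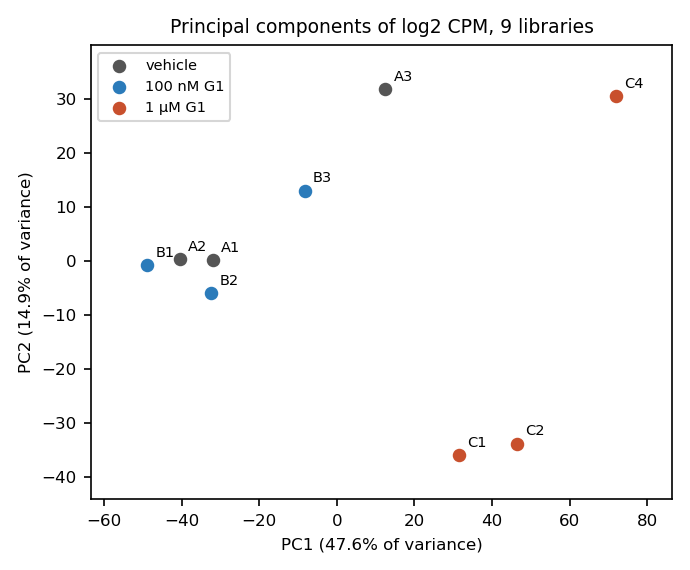
Principal components of log2 CPM in the 9 MCF-7 libraries. Points are coloured by treatment. The first component (47.6% of the variance) places the 1 µM libraries on the right, and the second (14.9%) places A3, B3 and C4 above the other libraries of their groups. A3, B3 and C4 also lie furthest right of their groups on the first component.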

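Genes of cell division and DNA replication were lower, and p53 target genes were higher, in cells treated with 1 µM G1 than in vehicle-treated cells. Of 25 G2/M and mitosis genes, 22 were lower and 0 higher (24 lower when adjusted over the list alone), with a median log2 fold change of -1.57. CCNA2, which encodes cyclin A2 (chromosome 4 of GRCh38, 121816444 to 121823883), went from 46.5 ± 2.25 to 14.8 ± 1.85 CPM (SD, n = 3 each), a log2 fold change of -1.65 (standard error 0.135, adjusted p = 0.000126 from edgeR). MKI67, the gene of the proliferation antigen Ki-67, had a log2 fold change of -1.95 (standard error 0.219, adjusted p = 0.000543). Of 25 DNA replication and G1/S genes, 24 were lower and 0 higher (24 lower when adjusted over the list alone), with a median of -0.93. They include the replicative helicase genes MCM3 (157 ± 3.41 to 78.3 ± 7.29 CPM, standard error of the log2 fold change 0.102, adjusted p = 0.000355) and MCM4 (-0.94), the ribonucleotide reductase gene RRM2 (-1.39) and GINS2 (-1.16). Of 22 p53 targets, 14 were higher and 0 lower (18 higher when adjusted over the list alone), with a median of 0.87. CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21 (chromosome 6, 36676460 to 36687337), went from 229 ± 29.6 to 937 ± 52.7 CPM, a log2 fold change of 2.03 (standard error 0.133, adjusted p = 3.92e-05). The secreted factor GDF15 had a log2 fold change of 2.84 (standard error 0.235, adjusted p = 0.000126), the damage-inducible gene GADD45A 1.72 and the pro-apoptotic gene BBC3 1.60.
Of 16 replication-dependent histone genes, 6 were higher and 0 lower (10 higher when adjusted over the list alone), with a median of 0.57, among them H1-2 (1.21) and H2BC21 (0.51). The libraries were made from RNA enriched for mRNA with a kit. How far that step keeps histone transcripts was not tested, so these counts may not give the level of histone mRNA in the cells. The 10 largest falls by the naming rule were those of the kinetochore gene KNL1 (-2.95), the condensin gene SMC2 (-2.86), the helicase gene BLM (-2.82), the kinesin gene KIF20B (-2.75), the topoisomerase gene TOP2A (-2.72), CEP135 (-2.67), DTL (-2.63), DDIAS (-2.62, with 20.2% of its exons shared with another gene), the spindle checkpoint kinase gene TTK (-2.62) and the exonuclease gene EXO1 (-2.57). In camera, adjusted p was 1.52e-17 for G2/M and mitosis genes (0.0309 with an estimated correlation), 1.14e-21 for DNA replication genes (0.000889), 2.14e-13 for p53 targets (0.00958) and 1.77e-06 for histone genes (adjusted p = 0.0505 with an estimated correlation). With the replicate number as a block as well, adjusted p was 0.0742, 0.0362, 0.0362 and 0.0882. In that fit C4 is alone in its block, so the 1 µM effect rests on C1 and C2.
In all, 2567 genes changed, 921 higher and 1646 lower, of which 184 rose and 827 fell at least 2-fold. Removing each library's trends with GC content and transcript length, chosen after seeing the data, gave 1730 genes (886 higher, 844 lower), 1188 of them among the 2567, and medians of -1.24 for G2/M and mitosis genes, -0.97 for DNA replication genes and 0.95 for p53 targets. Scaling by library totals alone gave 555 higher and 1786 lower genes and a median over all genes of -0.10. The count was 901 without vehicle replicate 1, 895 without vehicle replicate 2, 3990 without vehicle replicate 3, 1085 without 1 µM replicate 2 and 6413 without A3, B3 and C4.

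**Figure D2:**
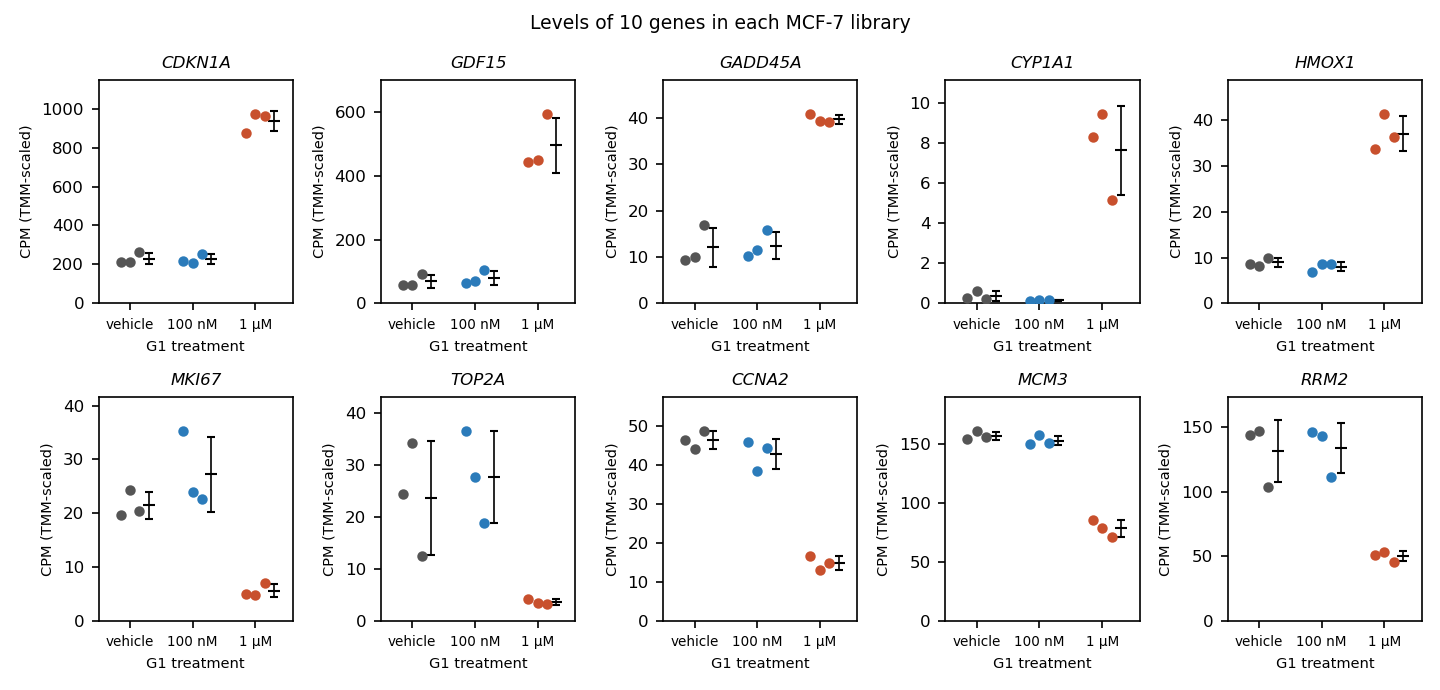
TMM-scaled CPM of 10 genes in each MCF-7 library by G1 treatment (points), with the mean and SD of the 3 libraries (black). CDKN1A lies at 937 CPM on average at 1 µM G1 and 229 CPM in vehicle, and MCM3 at 78.3 and 157 CPM.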

Total RNA was isolated from MCF-7 cells treated with vehicle (0.1% ethanol), 100 nM G1, or 1 µM G1 for 48 h, and RNA-seq was performed. Quality assessment data for the RNA samples, including RNA concentration, RIN value, and the fragment length distribution, is provided as Supplementary data 1 and 2. 

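RNA integrity number equivalents (RINe) in Supplementary data 2 were 8.33 ± 0.289 for vehicle, 8.77 ± 0.306 for 100 nM G1 and 8.03 ± 0.289 for 1 µM G1 (SD, n = 3 each). They did not separate treated from vehicle samples (two-sided exact permutation test, p = 0.3 for each dose), and the 1 µM samples lay below the 100 nM samples (exact p = 0.1, the smallest p that 3 against 3 allow). The 13 mitochondrially encoded mRNAs held 5.07 ± 0.434% of counts in vehicle, 4.86 ± 0.591% at 100 nM and 4.00 ± 0.678% at 1 µM G1 (exact p = 0.1 for 1 µM against vehicle). At 1 µM, 1 of them was lower and 0 higher (1 lower when adjusted over the list alone), MT-ND4L, a respiratory complex I subunit gene with a log2 fold change of -0.62 (standard error 0.142, edgeR adjusted p = 0.0145; 0.0746 without vehicle replicate 2 and 0.0746 without 1 µM replicate 2). The list had a median of -0.22 and a camera adjusted p of 0.0396 (adjusted p = 0.671 with an estimated correlation), and did not pass without vehicle replicate 2 (adjusted p = 0.125), vehicle replicate 3 (0.117), 1 µM replicate 1 (0.391) or 1 µM replicate 2 (0.163), nor with GC content and length trends removed (voom median -0.18, against -0.24 before; adjusted p = 0.152). The voom median was -0.39 with the replicate block (camera adjusted p = 3.12e-09, and 0.227 with an estimated correlation as well) and -0.35 with RINe as a covariate (0.00293). With the block, the 1 µM effect rests on C1 and C2.
Ribosomal protein genes had a median log2 fold change of 0.31 over 30 genes at 1 µM and a camera adjusted p of 0.000157 (adjusted p = 0.632 with an estimated correlation; 0.202 without 1 µM replicate 4). Among them, 0 passed edgeR's test, 0 passed when adjusted over the list alone, 3 had an unadjusted p under 0.05, and DESeq2 called 1 and limma-voom 0. With a batch term for A3, B3 and C4, chosen after seeing the data, 23 of the 30 were higher, and without these libraries 22 were higher and 1 lower. The list named nuclear-retained RNAs, with 7 members tested, had a median of -0.54 and a camera adjusted p of 0.686. RN7SL1 and RN7SL2 among them are cytoplasmic RNAs, so the list does not measure nuclear RNA alone. None of the 7 passed in edgeR, over the list alone, DESeq2 or limma-voom, and 2 had an unadjusted p under 0.05; the value for MALAT1 was -0.90 (standard error 0.336, edgeR adjusted p = 0.0960), which passed without vehicle replicate 3 (adjusted p = 0.00980) or 100 nM replicate 3 (0.0465).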

The Raw FASTQ files are submitted in GEO with accession number GSE188706. HISAT2 was used to map the generated raw reads. 

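The numbers that passed filtering are called reads in the table heading and read pairs in the text of the paper. The counts assigned to genes exceeded these numbers in each of the 9 libraries. Per 100 of them there were, in vehicle, 100.6 (A1), 102.1 (A2) and 105.3 (A3) counts, at 100 nM G1 101.4 (B1), 101.9 (B2) and 103.3 (B3), and at 1 µM G1 103.4 (C1), 103.7 (C2) and 105.7 (C4), with numbers passed from 14885494 (A2) to 17318424 (A3). Each of the 9 numbers is even, as are the numbers of reads that failed, which argues against pairs. If these are reads, some were counted more than once, by a rule that the paper does not state. If these are pairs, the counts per read are lower. The means were 102.7 ± 2.36 for vehicle, 102.2 ± 0.972 for 100 nM and 104.2 ± 1.25 for 1 µM G1 (SD, n = 3; two-sided exact permutation test against vehicle, p = 0.8 and p = 0.4).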

Table 1 shows the summary of the read quality data including reads passed after filtering, reads failed due to low quality, reads failed due to too many Ns, reads with adapter trimmed using fastP, bases trimmed due to adapters using fastP, overall alignment rate using HISAT2 (in %).

**Table 1:** Summary of the sequencing read data.

Treatment	Sample	Reads passed after filtering	Reads failed due to low quality	Reads failed due to too many N	Reads with adapter trimmed using fastP	Bases trimmed due to adapters using fastP	Overall alignment rate using HISAT2 (in %)
**Vehicle (0.1% ethanol)**	**A1**	15151200	478998	5812	1606080	29796912	94.25
	**A2**	14885494	468992	5608	1329364	24873434	94.52
	**A3**	17318424	525390	6778	1711716	31229126	94.66

**100 nM G1**	**B1**	16088528	477180	6442	1664584	32398762	94.55
	**B2**	16267278	494750	6160	1601466	29507242	94.62
	**B3**	16615052	520318	6262	1703590	31487992	94.48

**1 µM G1**	**C1**	15197230	497706	5742	1105054	20382242	94.27
	**C2**	16917668	502368	6484	1603392	29159112	94.15
	**C4**	15618252	499354	6054	1468392	27198184	93.82

## 2 Experimental Design, Materials and Methods

### 2.1 Materials

Tissue culture flasks and dishes were purchased from Eppendorf (Hamburg, Germany). Dulbecco's Modified Eagle's Medium (DMEM) with phenol-red, and Dulbecco's Phosphate-Buffered Saline (DPBS) were from HiMedia (Mumbai, India). Fetal bovine serum (FBS) was from Gibco (NY, USA). 100X Pen-Strep antibiotic solution, and trypsin-EDTA were purchased from HiMedia (Mumbai, India). G1 was purchased from Cayman Chemical Company (Cat. #10008933, CAS# 881639-98-1, Michigan, USA). All other chemicals were purchased from SRL (Mumbai, India), or Merck (Mumbai, India).

### 2.2 Cell culture

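Luminal epithelial markers were expressed in the vehicle-treated MCF-7 libraries. The keratin genes KRT8 and KRT19 had 17862 ± 1332 and 4444 ± 590 CPM (SD, n = 3), and the estrogen receptor gene ESR1 158 ± 24.6 CPM. Of 10 basal epithelial markers, 7 were left out of the test for low counts, among them the basal keratin genes KRT5 with 4 and KRT14 with 2 counts summed over the 9 libraries.
GPER1, the gene of the receptor that G1 targets (chromosome 7 of GRCh38, 1082208 to 1093815), had 44.2 ± 2.36 CPM in vehicle, 41.6 ± 6.34 at 100 nM and 32.0 ± 0.320 at 1 µM G1 (SD, n = 3 each). Its log2 fold change at 1 µM was -0.47 (standard error 0.129, edgeR adjusted p = 0.0328), and the adjusted p was 0.137 without vehicle replicate 1, 0.0989 without vehicle replicate 2, 0.0702 without 1 µM replicate 1, 0.104 without 1 µM replicate 2 and 0.0515 without 1 µM replicate 4, with log2 fold changes from -0.49 to -0.42 when 1 library was left out. With GC content and length trends removed it was -0.72 (adjusted p = 0.00186). PGR, the progesterone receptor gene, fell from 36.4 ± 3.02 to 20.5 ± 0.664 CPM, a log2 fold change of -0.83 (standard error 0.122, adjusted p = 0.00175), which was -0.21 (adjusted p = 0.471) with GC content and length trends removed. ESR1 had 107 ± 29.4 CPM at 1 µM G1, a log2 fold change of -0.56 that did not pass (standard error 0.186, adjusted p = 0.0661), but passed without vehicle replicate 3 (adjusted p = 0.0227) or 1 µM replicate 1 (0.0462). ESR1 also passed with the replicate number as a block, a fit in which the 1 µM effect rests on C1 and C2. With the trends removed its log2 fold change was -0.29 (adjusted p = 0.120). The list named estrogen and GPER receptors held GPER1, ESR1, ESR2, PGR and AR. PGR and AR are progesterone and androgen receptor genes, and PGR is also among the estrogen receptor alpha targets below. Of these 5 genes, GPER1 and PGR were thus lower and 0 higher (3 lower when adjusted over the list alone). The 5 had a median of -0.47 and a camera adjusted p of 0.0181 (adjusted p = 0.254 with an estimated correlation). With the trends removed 1 of them was lower, the median was -0.21 and the adjusted p 0.0527.
Cells were grown and treated in medium with phenol red and serum, and the paper describes no removal of estrogens. Vehicle levels of receptor genes and estrogen targets may thus not be levels without estrogen. Of 28 estrogen-induced targets of estrogen receptor alpha, 7 were lower and 2 higher at 1 µM (8 lower and 3 higher when adjusted over the list alone). These targets had a median of -0.24 and an adjusted p of 0.0186 (adjusted p = 0.0836 with an estimated correlation; 0.0562 without vehicle replicate 3). The transcription factor gene MYB had a log2 fold change of -1.47 (standard error 0.225, adjusted p = 0.00214) and the receptor corepressor gene NRIP1 -1.48 (standard error 0.288, adjusted p = 0.00696; -0.83 with the trends removed). CTSD, the cathepsin D gene, had 0.59 (standard error 0.131, adjusted p = 0.0132; 0.0786 without vehicle replicate 1 and 0.0650 without vehicle replicate 2), with 48.0% of its exons shared with another gene; it did not pass with the trends removed (0.40, adjusted p = 0.0564).
Of 13 luminal markers, KRT19 was higher at 1 µM (log2 fold change 0.48, adjusted p = 0.0488, up to 0.202 when 1 library was left out and 0.259 with the trends removed) and 0 were lower (0 when adjusted over the list alone), with a median of 0.09 and an adjusted p of 0.283. Of 3 basal markers tested, ACTA2 was higher and 0 lower (1 higher when adjusted over the list alone). Their median was 0.11 and their adjusted p 0.211. In edgeR, DESeq2 and limma-voom 0 of 3 fibroblast markers (median 0.39, adjusted p = 0.499) and 0 of 4 immune cell markers (median 0.49, adjusted p = 0.459) passed, and 0 had an unadjusted p under 0.05 or passed when adjusted over the list alone.

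**Figure D3:**
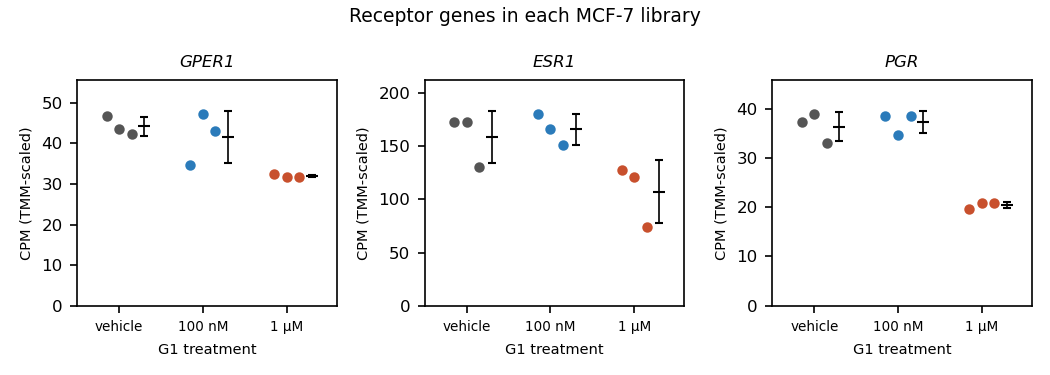
TMM-scaled CPM of GPER1, ESR1 and PGR in each MCF-7 library by G1 treatment (points), with the mean and SD of the 3 libraries (black). PGR lies at 20.5 CPM on average at 1 µM G1 and 36.4 CPM in vehicle.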

MCF-7 cells were from NCCS (Pune, India). They were cultured in DMEM supplemented with 10% heat-inactivated FBS, 100 U/mL penicillin, and 100 µg/mL streptomycin (M1 medium) in a CO_2_ incubator maintained at 37°C, and 5% CO_2_.

### 2.3 Treatment

2 × 10^5^ MCF-7 cells were seeded in 35 mm dishes in M1 medium. After 48 h, the spent M1 medium was removed. 

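No gene passed at 100 nM G1 in the model without a block, and the effects at the 2 doses differed for p53 targets and for genes of cell division. Against 100 nM G1, 15 of 22 p53 targets were higher at 1 µM and 0 lower (median log2 difference 0.89), 22 of 25 G2/M and mitosis genes were lower and 0 higher (median -1.54), and 24 of 25 DNA replication and G1/S genes were lower and 0 higher (median -0.89). The camera adjusted p was 2.14e-10, 1.16e-16 and 6.80e-18, and 0.0198, 0.0249 and 0.00155 with an estimated correlation. With the replicate number as a block and an estimated correlation none of the 3 lists passed (adjusted p = 0.0507, 0.0763 and 0.0507). C4 is alone in its block, so 1 µM rests there on C1 and C2. For the p21 gene CDKN1A, 227 ± 24.5 CPM (SD, n = 3) were found at 100 nM, and the log2 difference between 1 µM and 100 nM was 2.05 (adjusted p = 3.55e-05 from edgeR). In all, 3418 genes differed between the doses, 1183 higher and 2235 lower at 1 µM.
Against vehicle, 0 of 18843 genes passed edgeR's test at 100 nM, DESeq2 and limma-voom called 0, and 224 had an unadjusted p under 0.05. With no gene changed and an exact test, a share of 0.05 of the genes would have such a p on average. The 224 are fewer, so the model without a block was strict here, and its 0 calls are weak evidence of no effect. The 10 genes of lowest p, none of which passed, were UPK3BP1 (log2 fold change 2.27), STPG3-AS1 (0.95), MEMO1P1 (0.83), LRRC37A (0.79), EGLN3 (-0.56), APOD (-0.70), MT-TF (-0.73), GFPT2 (-0.83), DLX2 (-0.91) and PROS1 (-0.94), of which UPK3BP1, STPG3-AS1 and LRRC37A share exons with other genes. With the replicate number as a block (paired samples), 1447 genes had an unadjusted edgeR p under 0.05, and 1 gene passed. This was POLR2J3, an RNA polymerase II subunit gene that shares over 10% of its exons with other genes and was chosen after its value was seen. Its log2 fold change was -0.44 (standard error 0.0753, adjusted p = 0.0233). In simulated data, 6% of genes changed by 0.5 on the log2 scale were called at 100 nM, 52.6% of those changed by 1 and 89.0% of those changed by 2. Small changes at 100 nM would thus mostly be missed. The draws did not carry the deviation of A3, B3 and C4, with which the real test was strict. These shares may therefore not hold for the real 100 nM libraries.
Of 27 lists, 3 passed at 100 nM: YAP/TEAD targets (median 0.16, adjusted p = 0.0138), fatty acid synthesis genes (0.12, adjusted p = 0.0138) and ribosomal protein genes (-0.12, adjusted p = 0.00162), each with adjusted p = 0.656 with an estimated correlation. The number of lists was 5 without vehicle replicate 2, 1 without vehicle replicate 3, 0 without 100 nM replicate 1, 6 without 100 nM replicate 3 and 5 without 1 µM replicate 4. With the replicate block 9 lists passed, and 0 with the block and an estimated correlation. In A3, B3 and C4 against the other libraries, YAP/TEAD, fatty acid and ribosomal protein medians had the opposite sign (-0.27, -0.31 and 0.50). Ribosomal protein genes held 8.32% of counts in A3 and 7.06% in B3, against 6.20% (A2) to 6.52% (A1) in the others of these groups. An effect of 100 nM G1 on these lists cannot be told apart from an unequal deviation of A3 and B3.
Across genes, which are not independent replicates, the fold changes of the 2 doses had a correlation of 0.078, where unchanged groups against the same simulated vehicle libraries gave 0.50 (0.49 to 0.52 in 20 draws). The covariance was 0.0129 against 0.0524 simulated, a difference of -0.0395, and against 0.0379 (0.0362 to 0.0396 in 10 draws) with the spread estimated with a batch term for A3, B3 and C4. Neither simulation carries the shared deviation of same-numbered vehicle and 100 nM samples, so the size of the difference is uncertain. The correlation was 0.200 without vehicle replicate 1, 0.162 without vehicle replicate 2, 0.390 without vehicle replicate 3, 0.255 without 100 nM replicate 1, -0.025 without 100 nM replicate 3 and 0.181 without 1 µM replicate 4. It was 0.454 without a low-count filter and -0.256 over genes with an average log2 CPM of at least 3. The sign and size of this relation are thus not settled by these data. No gene was called at both doses, and 3 vehicle libraries were too few to split.
The count of 3418 was 1232 without 100 nM replicate 1, 1777 without 100 nM replicate 2, 1941 without 1 µM replicate 2, 944 with RINe, which was lower at 1 µM than at 100 nM, as a covariate, and 6601 without A3, B3 and C4. Library totals alone gave 637 higher and 2538 lower genes and a median over all genes of -0.12, and GC content and length trends removed gave 1387 higher and 1210 lower.

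**Figure D4:**
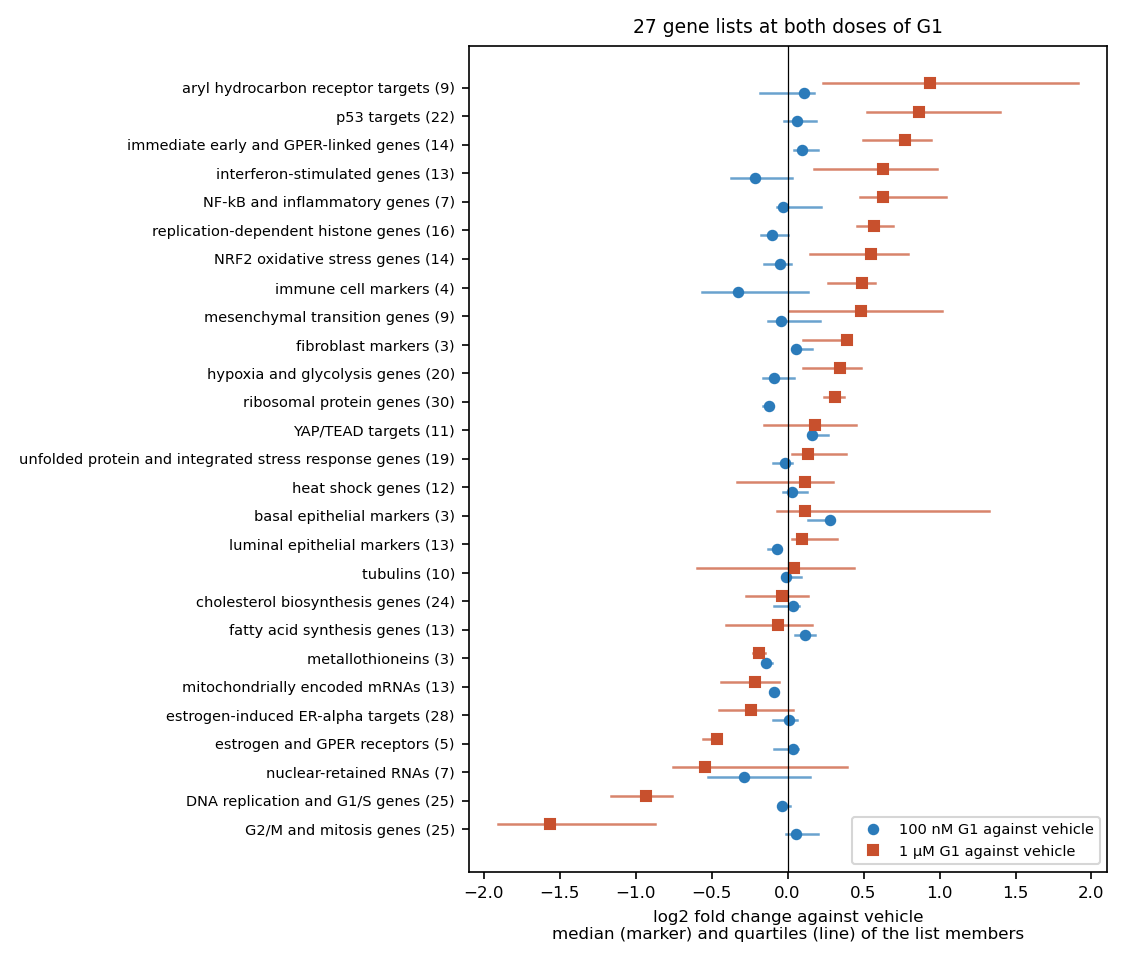
Median log2 fold change against vehicle (markers) and quartiles (lines) of the tested members of 27 gene lists at 100 nM (circles) and 1 µM G1 (squares), with the number of members tested. At 1 µM the medians run from -1.57 for G2/M and mitosis genes to 0.94 for aryl hydrocarbon receptor targets.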

The monolayer of cells was washed with DPBS, and treated with M1 medium containing 0.1% ethanol (vehicle control), 100 nM G1, or 1 µM G1. After 48 h of treatment, the cells were washed with DPBS before isolation of total RNA.

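Most of the aryl hydrocarbon receptor targets and immediate early genes tested, and 7 of 14 NRF2 oxidative stress genes, were higher in cells treated with 1 µM G1 than in vehicle-treated cells. CYP1A1, a cytochrome P450 gene induced through the aryl hydrocarbon receptor (chromosome 15 of GRCh38, 74719542 to 74725536), had 4, 10 and 4 counts in vehicle and 131, 163 and 74 counts at 1 µM, a log2 fold change of 4.36 (standard error 0.406, adjusted p = 0.000254 from edgeR's quasi-likelihood test). Of 9 aryl hydrocarbon receptor targets, 6 were higher and 1 lower (6 higher and 2 lower when adjusted over the list alone), with a median of 0.94, among them UGT1A6 (2.35, with 56.7% of its exons shared), the amino acid transporter gene SLC7A5 (0.94) and NQO1 (0.60). Their camera adjusted p was 0.00141 (adjusted p = 0.239 with an estimated correlation). Of 14 NRF2 oxidative stress genes, 7 were higher and 0 lower (7 higher and 1 lower when adjusted over the list alone). They had a median of 0.55 and an adjusted p of 1.61e-06 (adjusted p = 0.0200 with an estimated correlation). The heme oxygenase gene HMOX1 went from 8.95 ± 0.910 to 37.1 ± 3.92 CPM (SD, n = 3 each), a log2 fold change of 2.05 (standard error 0.161, adjusted p = 0.000126). The aldo-keto reductase genes AKR1C1 and AKR1C2, near-identical copies that can share reads, had log2 fold changes of 1.10 and 0.92, and the glucose-6-phosphate dehydrogenase gene G6PD 0.80 (0.53 with GC content and length trends removed).
Of 14 immediate early and GPER-linked genes, 9 were higher and 0 lower (11 higher when adjusted over the list alone). Their median was 0.77, with an adjusted p of 3.58e-08 (adjusted p = 0.0222 with an estimated correlation). The transcription factor gene ATF3 had a log2 fold change of 1.97 (standard error 0.281, adjusted p = 0.00153), and the AP-1 subunit genes JUN and JUNB had 0.86 and 0.96. Of 7 NF-kB and inflammatory genes, RELB (1.06), the adhesion molecule gene ICAM1 (1.03, with 25.4% of its exons shared with another gene) and the inhibitor gene NFKBIA (0.56) were higher and 0 lower (5 higher when adjusted over the list alone). These 7 had a median of 0.63 and a camera adjusted p of 0.000303 (adjusted p = 0.0309 with an estimated correlation). The others of the 15 genes listed were left out for low counts, among them IL6, CXCL8, CXCL1 and IL1B (6, 17, 0 and 0 counts summed over the 9 libraries). The values thus do not cover these genes. Of 19 unfolded protein and integrated stress response genes, SESN2 (1.01), DDIT3 (0.92) and PPP1R15A (0.61) were higher and the endoplasmic reticulum chaperone gene HSP90B1 (-1.07) lower (6 higher and 1 lower when adjusted over the list alone). With GC content and length trends removed, HSP90B1 had -0.46 (adjusted p = 0.118). This list had a median of 0.14 and an adjusted p of 0.0187 (adjusted p = 0.114 with an estimated correlation).
With a replicate block and an estimated correlation, immediate early, NRF2 and NF-kB lists did not pass (adjusted p = 0.117 each). In that fit the 1 µM effect rests on C1 and C2.
After CYP1A1 and GDF15, the largest rises by the naming rule were those of the smooth muscle actin gene ACTA2 (2.54) and its antisense partner ACTA2-AS1 (2.43), which overlap, the chemokine gene CCL22 (2.54), and UGT1A10, UGT1A4, UGT1A8, UGT1A9 and UGT1A1 (2.44 to 2.48), which with UGT1A6 share exons at the same locus and cannot be counted apart. NQO1, NFKBIA, DDIT3, PPP1R15A and HSP90B1 lay near the threshold. Their log2 fold changes kept their direction when 1 library was left out (0.52 to 0.70 for NQO1, 0.45 to 0.63 for NFKBIA, 0.78 to 1.11 for DDIT3, 0.53 to 0.67 for PPP1R15A and -1.25 to -0.86 for HSP90B1). Without vehicle replicate 1, 3 of these 5 calls were lost (adjusted p from 0.0567 to 0.0731), without vehicle replicate 2 all 5 (0.0503 to 0.0661) and without 1 µM replicate 2 3 of them (0.0524 to 0.0581). Fold changes at 1 µM rose with GC content (Spearman's rho 0.584 across 15040 genes) and fell with transcript length (-0.326).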

### 2.4 RNA samples

Cells were lysed in RNA extraction reagent prepared in-house. Lysates from two replicate dishes were pooled for purification of each RNA sample using the method described by Chomczynski and Sacchi [1] with modifications. Quality assessment data for the RNA samples is provided as Supplementary data 1 and 2. The RNA samples were then subjected to library preparation and sequencing on the Illumina plaform.

### 2.5 Library preparation

1 µg of total RNA was used to enrich mRNA using NEB Magnetic mRNA Isolation Kit (NEB, USA). Using fragmentation buffer, the enriched mRNA was fragmented (approximately 200 bp) and reverse transcribed into double-stranded cDNA using random primers. 1.8X Ampure beads (Beckman Coulter, USA) were used to purify the double-stranded cDNA fragments. The purified cDNA was ligated to the adaptor. The adaptor-ligated DNA was purified using Ampure beads, and enriched with specific primers compatible with Illumina platforms. The transcriptome library was constructed with the NEB Ultra II RNA Library Prep Kit (NEB, USA). The final enriched library was purified, quantified by Qubit (Thermo Fisher Scientific, USA), and anlayzed by 2100 Bioanalyzer (Agilent, USA). The library was sequenced with the Illumina NextSeq 500 paired end technology.

### 2.6 Reads quality check and trimming

The raw reads were in FASTQ format. The quality of the reads were assessed using fastqc tool [2]. The adapters, and low quality reads were filtered out from the FASTQ files using fastp tool [3]. Three criteria were set to filter out the low quality reads: removed reads lower than Q30 phred score; discarded reads shorter than 15 bp; Illumina adapter clipping. The fastqc tool was used to re-assess the filtered reads prior to mapping. The FASTQ files after the quality trimming and assessment were used for mapping. The number of read pairs passed after quality trimming and assessment are shown in Table 1.

### 2.7 Mapping reads against the human genome

The Ensemble *Homo sapiens* GRCh38 genome was used as reference genome for mapping the clipped reads (https://asia.ensembl.org/Homo_sapiens/Info/Index). Prior to mapping, indexing of reference genome was done using HISAT2 indexing scheme based on the Burrows-Wheeler transform and the Ferragina-Manzini (FM) index. Subsequently, clean reads were mapped using the HISAT2 tool against the index file [4]. The mapped output files (sam files) were converted into binary files (bam files) using Samtools [5].

### 2.8 Quantification of mapped reads

The Subread package with the featureCounts tool was used for quantification of mapped reads [6]. Mapped reads were counted at the feature (gene) level with the help of *Homo sapiens* GRCh38 annotation file (gtf).

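Genes that overlap could draw on the same reads in the deposited counts. ALDOA, a glycolysis gene, had 51728 counts in A1, and ENSG00000285043, which shares 49.4% of its exons with other genes, had 51061. The paper states no strand setting, no rule for reads that overlap several genes and no rule for the reads of a pair. Of 18713 tested genes with an annotation, 6047 (32.3%) share over 10% of their exons with another gene, as do 566 (22.1%) of 2557 such genes called at 1 µM G1. Of the 58825 gene identifiers, 353, with 0.257% to 0.313% of the counts, had no match in the annotation used here. Of gene counts from 1 to 20, 62.1% (C1) to 63.9% (B1) were even numbers.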

## Ethics Statements

The work was carried out on a cell line, and did not involve animals or human subjects.

## CRediT authorship contribution statement

**Uttariya Pal:** Data curation, Methodology, Writing – review & editing. **Ankur Sahu:** Formal analysis. **Pankaj Barah:** Supervision, Formal analysis. **Anil Mukund Limaye:** Conceptualization, Supervision, Writing – review & editing, Funding acquisition.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Appendix Supplementary materials

Image, application 1

Image, application 2

# Supplementary material for: Transcriptomic data of MCF-7 breast cancer cells treated with G1, a G-protein coupled estrogen receptor (GPER) agonist
**Source:** Data Brief. 2022 Feb 13;41:107948. doi: 10.1016/j.dib.2022.107948
**Supplement:** Supplementary file 1

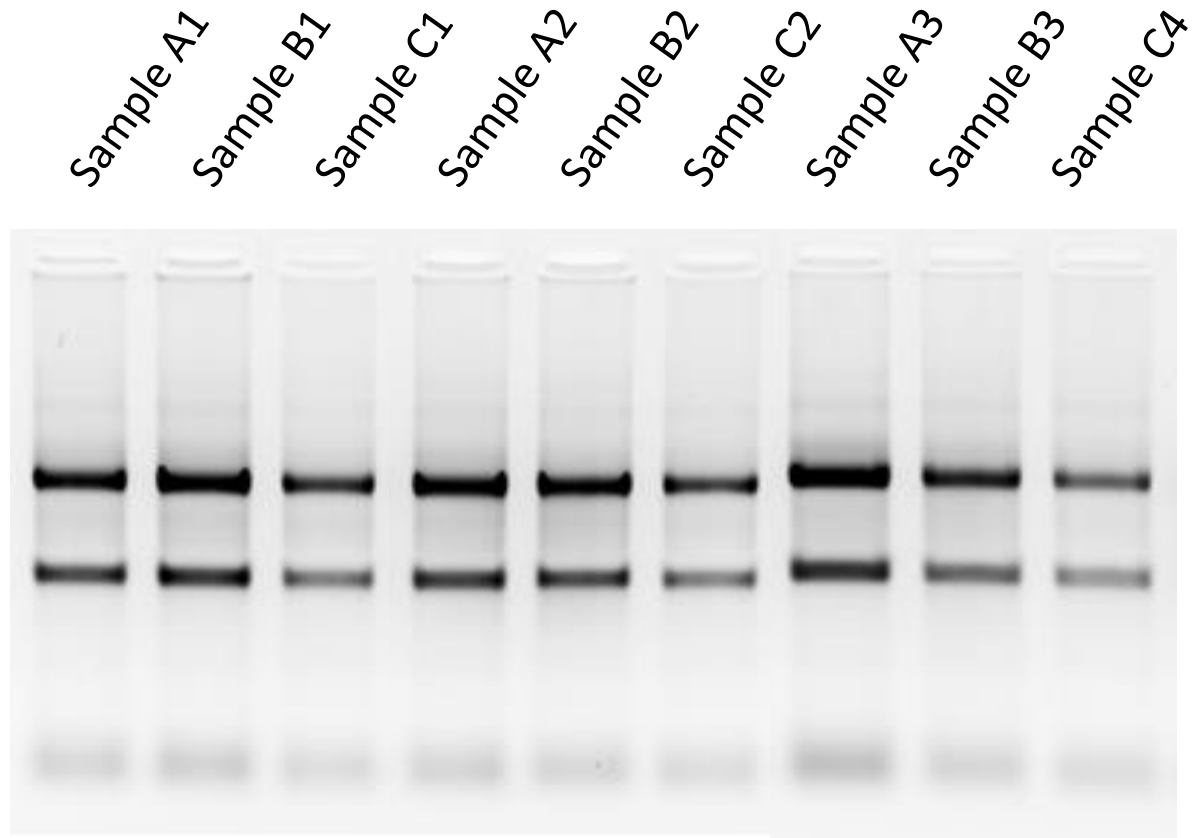

Supplementary Data 1: Images of total RNA before library preparation and sequencing from MCF-7 cells treated with with 0.1% ethanol (samples A1, A2, and A3), 100 nM G1 (samples B1, B2, and B3), or 1 μ M G1 (samples C1, C2, and C4) for 48 h.

# Supplementary material for: Transcriptomic data of MCF-7 breast cancer cells treated with G1, a G-protein coupled estrogen receptor (GPER) agonist
**Source:** Data Brief. 2022 Feb 13;41:107948. doi: 10.1016/j.dib.2022.107948
**Supplement:** Supplementary file 2

EL1: Electronic Ladder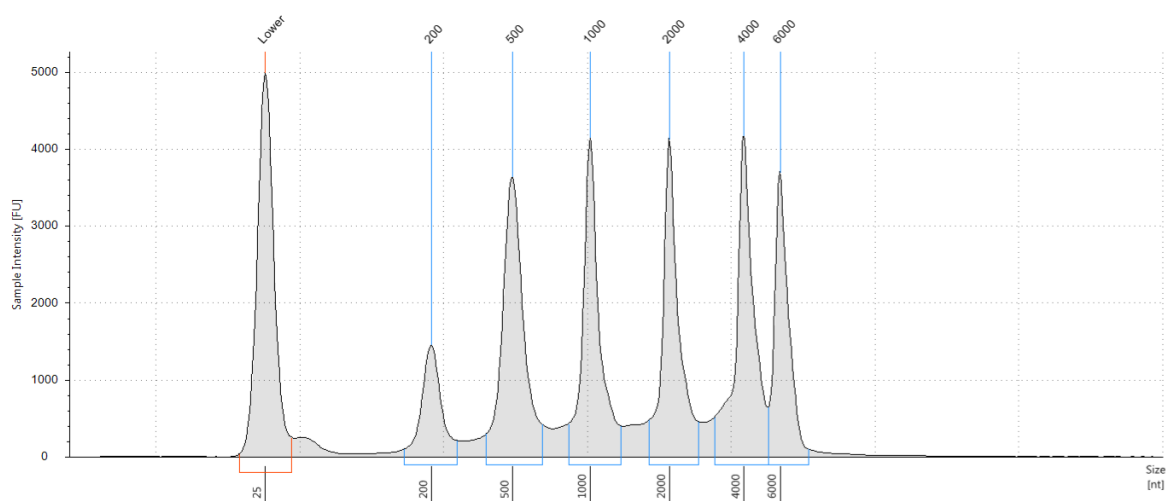**Sample Table**

RINe	Sample Description
-	Electronic Ladder

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
200	6.82	-	100	7.80	
500	18.3	-	107	20.88	
1000	16.3	-	47.9	18.62	
2000	15.8	-	23.3	18.11	
4000	17.8	-	13.1	20.38	
6000	12.4	-	6.10	14.22	

Sample A1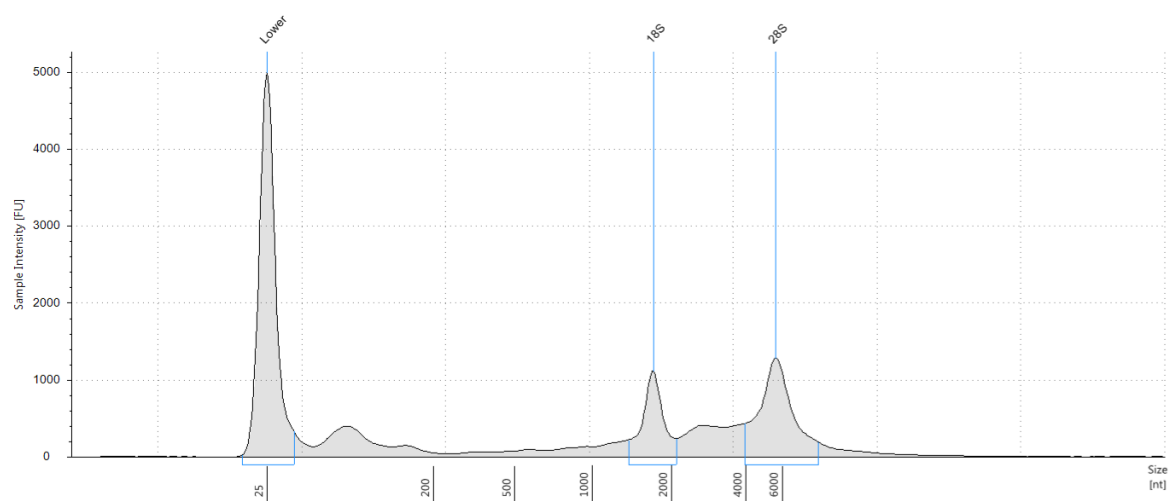**Sample Table**

RINe	Sample Description
8.5	Sample A1

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1713	5.94	-	10.2	34.92	
5604	11.1	-	5.81	65.08	

Sample A2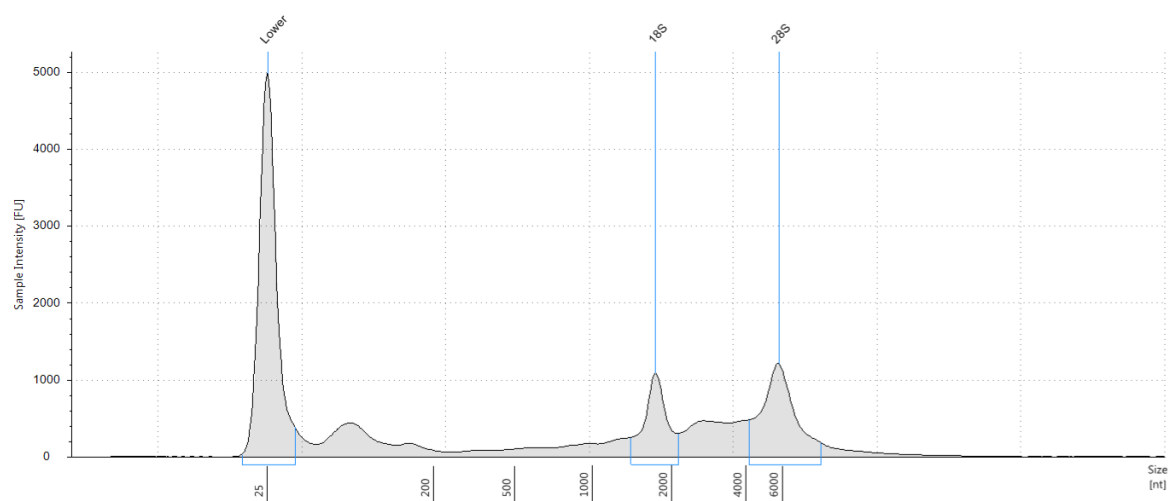**Sample Table**

RINe	Sample Description
8.0	Sample A2

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1741	5.82	-	9.84	36.95	
5783	9.93	-	5.05	63.05	

Sample A3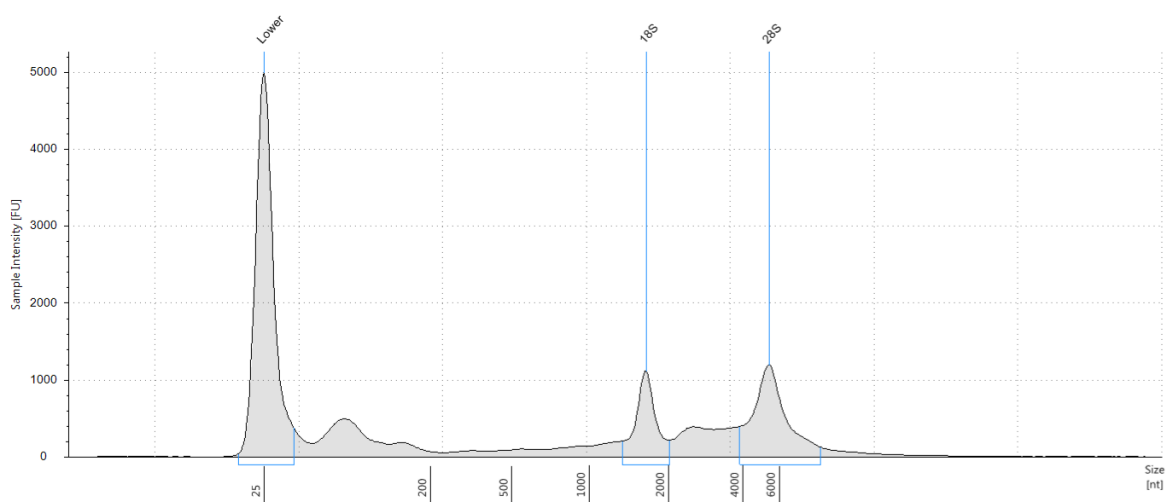**Sample Table**

RINe	Sample Description
8.5	Sample A3

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1655	5.15	-	9.16	35.69	
5420	9.28	-	5.04	64.31	

Sample B1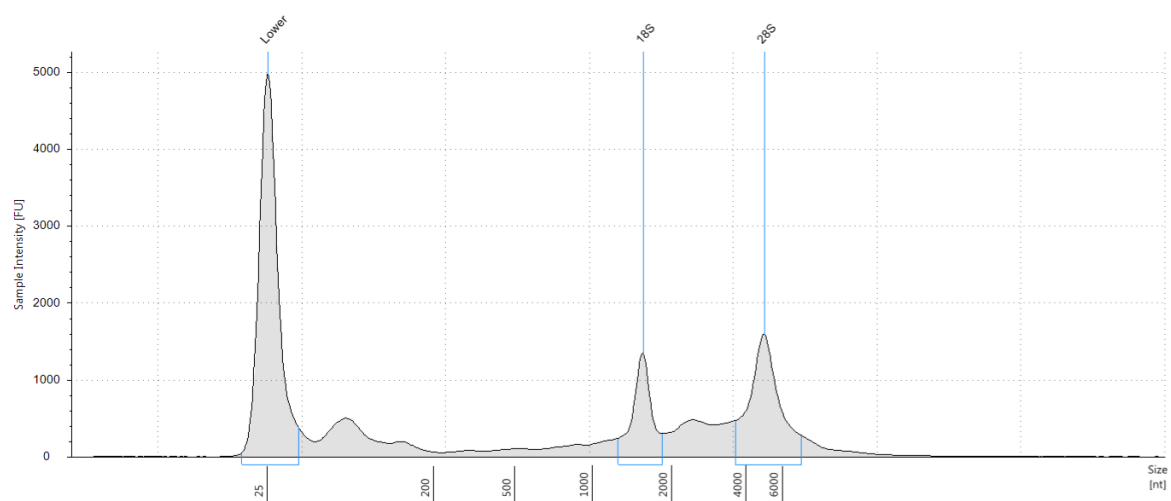**Sample Table**

RINe	Sample Description
8.7	Sample B1

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1558	5.69	-	10.7	34.82	
4906	10.6	-	6.38	65.18	

Sample B2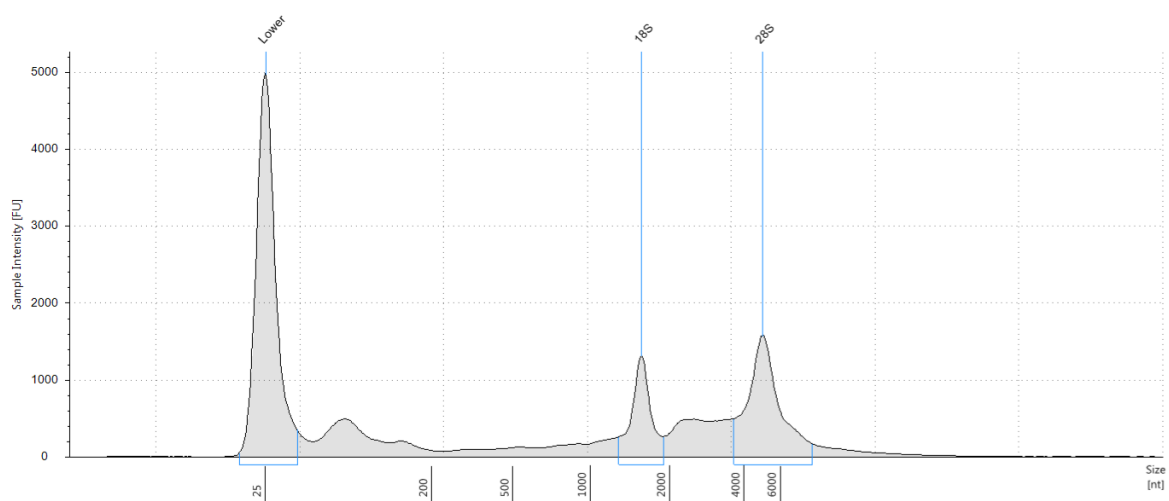**Sample Table**

RINe	Sample Description
8.5	Sample B2

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1561	5.54	-	10.4	33.42	
4928	11.0	-	6.58	66.58	

Sample B3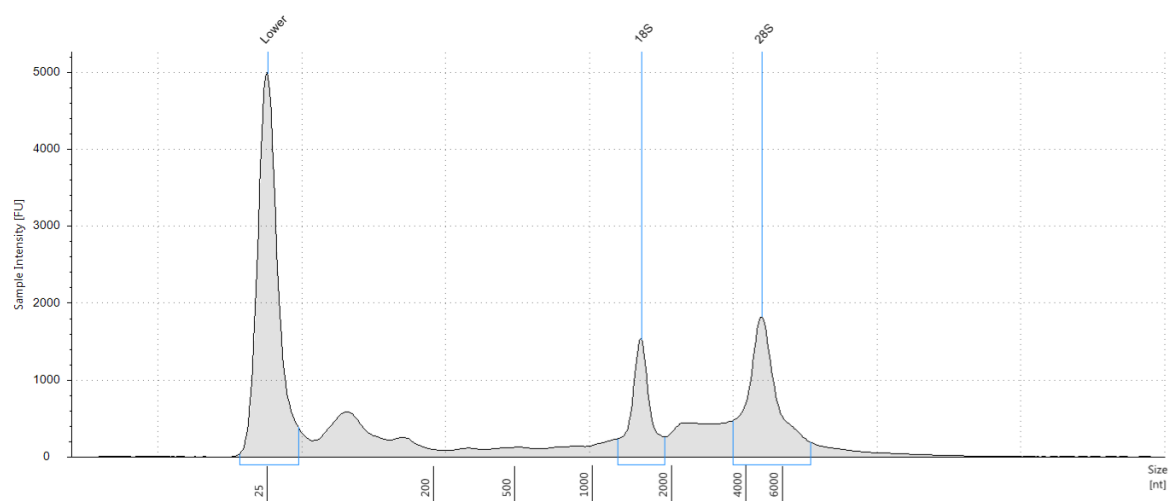**Sample Table**

RINe	Sample Description
9.1	Sample B3

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1540	5.91	-	11.3	33.91	
4796	11.5	-	7.07	66.09	

Sample C1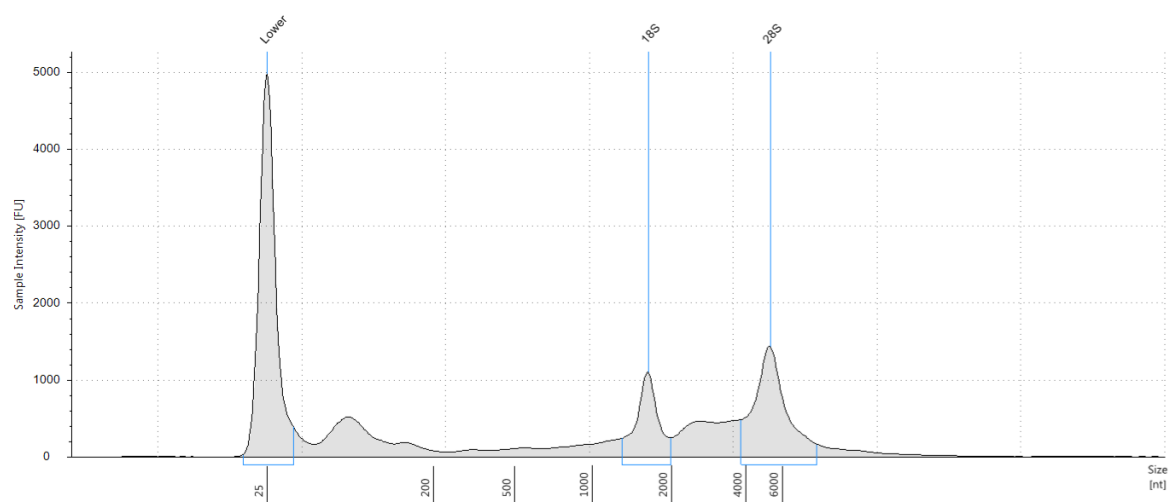**Sample Table**

RINe	Sample Description
8.2	Sample C1

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1635	6.18	-	11.1	34.01	
5258	12.0	-	6.71	65.99	

Sample C2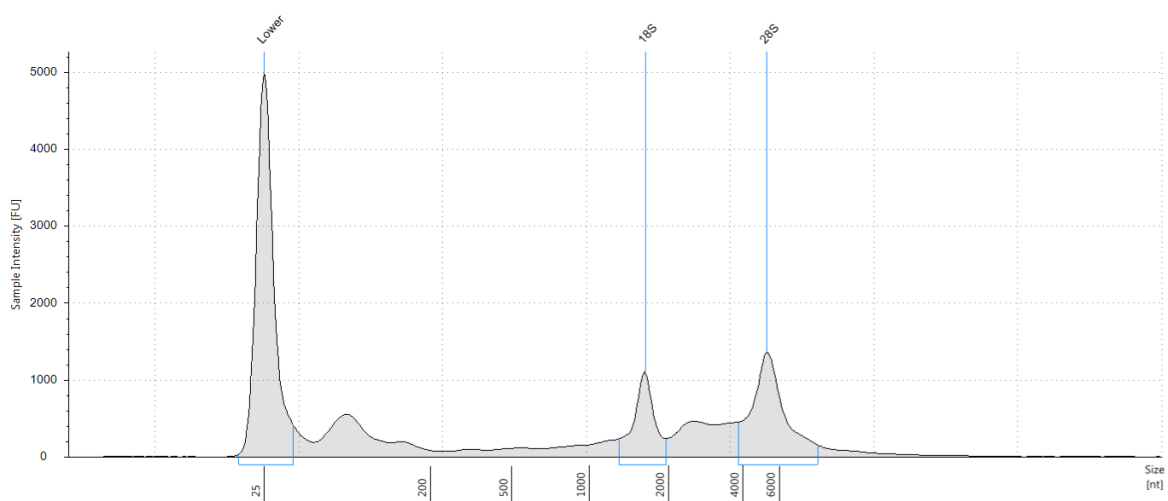**Sample Table**

RINe	Sample Description
8.2	Sample C2

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1632	5.50	-	9.91	33.97	
5239	10.7	-	6.00	66.03	

Sample_C4

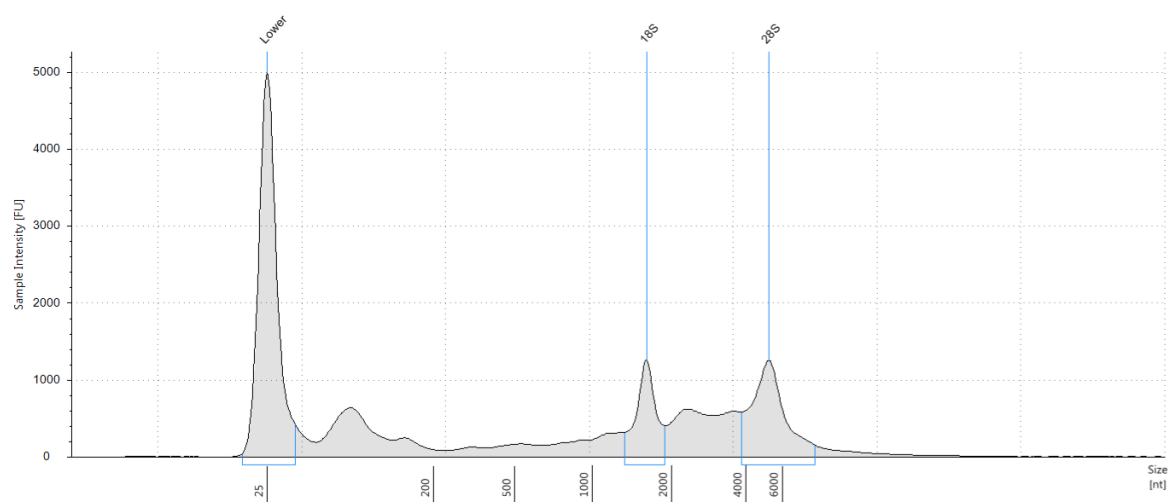

Sample Table

RINe	Sample Description
7.7	Sample_C4

Peak Table

Size [nt]	Calibrated Conc. [ng/μl]	Assigned Conc. [ng/μl]	Peak Molarity [nmol/l]	% Integrated Area	Peak Comment
25	40.0	40.0	4710	-	
1616	5.79	-	10.5	37.12	
5172	9.81	-	5.58	62.88

How the deposited data were processed for this re-analysis (not part of the article)

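RNA-seq was performed on MCF-7 breast cancer cells treated for 48 h with vehicle (0.1% ethanol), 100 nM G1 or 1 µM G1, with 3 samples in each group and 9 in all. The groups and sample names were taken from the sample labels and from Table 1 and the supplements of the paper. The labels number the samples 1, 2 and 3 in vehicle and at 100 nM, and 1, 2 and 4 at 1 µM. No sample was left out.
The authors deposited raw counts per gene, as whole numbers that differ in total between samples, although the paper's Specifications Table speaks of a normalized count matrix. The submitters' processing notes name FastQC, fastp, HISAT2, SAMtools, featureCounts and DESeq2 and the genome GRCh38, without versions, and no test of differential expression is described in the paper's text. Gene identifiers were matched by their Ensembl number to a GRCh38 annotation, which gave names, positions, transcript lengths and GC content, for 58472 of 58825 genes.
Genes were kept by edgeR's filterByExpr with its defaults (a minimum count of 10), which left 18843. Counts were scaled by TMM, and a model with the 3 groups and 6 residual degrees of freedom was fitted with edgeR 4.0.16 (robust glmQLFit and glmQLFTest) in R 4.3.3. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05 and no minimum fold change, and standard errors were derived from the fold change and its F statistic. CPM values are TMM-scaled. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 made tables and figures. Differences in library measures were tested by two-sided exact permutation tests, which for 3 samples against 3 cannot give a p below 0.1.
The model, the alternatives and 27 gene lists were set before the data were examined, as was the rule for naming genes: GPER1, ESR1 and PGR; the 10 largest rises and falls at each dose among called genes with an average log2 CPM of at least 1 and no overlap between treated and vehicle libraries in CPM, or, where too few passed, the 10 genes of lowest p; and up to 4 members of each list with the lowest p at 1 µM. Chance alone gives no overlap for 10% of genes with 3 libraries against 3. At 1 µM, 802 called genes that rose and 1470 that fell had no overlap and met the rule for level and gene symbol. They were counted only among genes called on the same libraries, so they cannot be set against the 10%. Of 422 list symbols, 420 were matched. The lists cover receptors, immediate early genes, YAP/TEAD, estrogen receptor alpha, aryl hydrocarbon receptor and p53 targets, tubulins, G2/M, DNA replication, cholesterol, fatty acid, stress response, hypoxia, NRF2, metallothionein, heat shock, NF-kB, interferon, mesenchymal, histone, ribosomal protein, mitochondrial and nuclear-retained genes, and luminal, basal, fibroblast and immune markers. They were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, for lists with at least 3 tested members, again with an estimated correlation, and with fry. At 1 µM 16 lists passed, and 6 with an estimated correlation.
The alternatives were other scalings, DESeq2 1.42.0, limma-voom, other filters, only the 2 groups compared, RINe as a covariate, mitochondrial genes left out, the replicate number as a block, and each library left out in turn. After the data were seen, a batch term for A3, B3 and C4, a fit without these 3 libraries, removal of each library's trends with GC content and transcript length (splines with 5 degrees of freedom each), protein-coding genes with at most 10% exon overlap, and combinations of these were added.
Vehicle and 100 nM samples with the same number deviated together from their group means, with correlations over 14928 genes of 0.320 (A1 and B1), 0.193 (A2 and B2) and 0.644 (A3 and B3). The numbers were therefore taken to pair these samples. Samples with different numbers gave 0.475 (A2 and B1) and 0.158 (A1 and B2), and from -0.552 (A2 and B3) to -0.239 (A3 and B2) where A3 or B3 was in the pair. The correlations thus join A3 with B3, but do not tell number 1 from number 2. No source says what the numbers stand for.
The method was tested on simulated counts with known changes, drawn from the means and spread of the 18843 genes. For 1 µM against vehicle, 8.6% of genes changed by 0.5 on the log2 scale were called, 54.8% of those changed by 1, 75.2% by 1.5 and 87.2% by 2. Of all calls, 5.21% were false for 1 µM and 6.37% for 100 nM. A list of 25 genes shifted by 0.5 was called (unadjusted camera p under 0.05) in 10 of 10 draws, and an unshifted list in 0 of 10. The genes were drawn independently of each other and without the deviation of A3, B3 and C4. The draws therefore do not test the preset correlation, on which the number of lists that passed depends. At 15199467 to 18227979 counts per library, the biological coefficient of variation was 17.9%, and 11.2% with the batch term.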

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

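The paper reports no test on these counts, so each signal in them lies outside what it analysed. Such signals were the 2567 genes changed at 1 µM G1 and the 16 gene lists that passed there. Of these lists, 6 also passed with an estimated correlation, with median log2 fold changes of -0.93 for DNA replication and G1/S genes, 0.87 for p53 targets, 0.55 for NRF2 oxidative stress genes, 0.77 for immediate early and GPER-linked genes, -1.57 for G2/M and mitosis genes and 0.63 for NF-kB and inflammatory genes. With the replicate block as well, where the 1 µM effect rests on C1 and C2, DNA replication genes and p53 targets passed (adjusted p = 0.0362 each). A difference between the doses was tested directly, and 3418 genes differed between 1 µM and 100 nM G1. The 6 libraries of a comparison make 10 splits, too few for a share under 0.05. The real split called 2567 genes for 1 µM against vehicle and the highest of the others 0, so 1 of 10 splits called as many. For 1 µM against 100 nM the real split called 3418 genes and the highest of the others 0, again 1 of 10. For 100 nM against vehicle every split called 0 genes, 10 of 10.
The rise of p53 targets with the fall of division genes at 1 µM was weighed against trends with GC content and transcript length and against RNA quality. With the trends removed, an alternative chosen after seeing the data, the p53 list kept 110.0% and the G2/M list 84.8% of its voom median. The camera adjusted p was 3.17e-20 and 1.29e-22. These voom medians went from 0.86 to 0.95 and from -1.56 to -1.32, where the edgeR median of the G2/M list went from -1.57 to -1.24. With RINe as a covariate they kept 104.9% and 103.4%, with adjusted p of 7.97e-13 and 9.68e-18. Both values argue against these explanations as the whole cause, and a response of the cells to 1 µM G1 stays a hypothesis, found and tested on the same data. Whether it acted through GPER was not tested.
At 100 nM, G2/M and mitosis genes had a camera adjusted p of 0.134 and a voom median of 0.09 (0.05 in edgeR) in the model without a block. The medians that follow here are of voom values. With the replicate block the median was 0.05 (adjusted p = 0.0164; 0.433 with an estimated correlation), and with GC content and length trends also removed it was 0.09, 174.0% of that value (adjusted p = 0.00435). The median was 0.14 without vehicle replicate 2 (adjusted p = 0.0462), 0.23 without 100 nM replicate 3 (0.00787), 0.03 without 100 nM replicate 1 (0.826), -0.02 without vehicle replicate 3 (0.982) and 0.29 with RINe as a covariate (0.00113). The median was thus kept with the trends removed, but its direction is not settled, and no list passed at 100 nM with an estimated correlation.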

How the results depend on the processing

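The counts below are of genes or lists past the threshold, and the cause of a change was not tested except where fewer samples were used. The batch term for A3, B3 and C4, the fit without these libraries and the fits with GC content and length trends removed were chosen after seeing the data. For 100 nM against vehicle the count of 0 became 4 without a low-count filter (UPK3BP1 higher, KRT16, RN7SL3 and RN7SL2 lower, named after their values were seen) and 1 with the replicate block, with or without the trends removed, and was 0 in each fit that left out 1 library. For 1 µM against vehicle 2567 became 1637 with only the 2 groups compared, 5976 with the batch term, 6413 without the 3 libraries, 4375 with the batch term and the trends removed, and ranged from 895 (without vehicle replicate 2) to 3990 (without vehicle replicate 3) when 1 library was left out. For 1 µM against 100 nM 3418 became 944 with RINe as a covariate, 7074 with the batch term, 6601 without the 3 libraries, 5368 with the batch term and the trends removed, and ranged from 1232 (without 100 nM replicate 1) to 4302 (without vehicle replicate 3).
The numbers of the 1 µM samples match only 2 of those in the other groups, where same-numbered samples had correlations of 0.348 (A1 and C1), 0.098 (A2 and C2), 0.353 (B1 and C1) and 0.103 (B2 and C2). Samples with different numbers gave 0.415 (A2 and C1), 0.191 (A1 and C2), 0.148 (B2 and C1) and 0.007 (B1 and C2), and C4 gave 0.492 with A3 and 0.347 with B3. The numbers thus do not show which 1 µM sample pairs with which, and the block is a choice of the model there. With the replicate block 6315 genes were called at 1 µM against vehicle and 6981 between the doses, and with the trends removed as well 5043 and 5688. C4 is the only sample numbered 4, so its own block takes it up and the 1 µM effects rest on C1 and C2. The same holds for every other value at 1 µM with the block.
Of 27 lists, 3 at 100 nM became 0 with an estimated correlation and with fry, 9 with the replicate block, 0 with the block and an estimated correlation, 8 with the block and the trends removed, 7 with the batch term, 5 without the 3 libraries and 5 with the batch term and the trends removed, and ranged from 0 to 6 when 1 library was left out. At 1 µM 16 became 6 with an estimated correlation and 2 with the replicate block and an estimated correlation (DNA replication genes and p53 targets), and ranged from 14 to 17; between the doses 14 became 5 and 0, and ranged from 13 to 16. The correlation of the doses ranged from -0.025 (without 100 nM replicate 3) to 0.390 (without vehicle replicate 3) and was 0.454 without a low-count filter, -0.234 with RINe as a covariate and -0.256 over genes with an average log2 CPM of at least 3.
Of 103 genes followed at 1 µM, 87 passed, 55 of them in every alternative and 58 whichever library was left out. IDI1 went from -0.34 to 0.00914 with the trends removed, 0.0138 with the batch term as well and 0.0571 with the replicate block as well. Of genes given values at 1 µM, the block took the call from HSP90AA1 (adjusted p = 0.0692) and gave one to ESR1 (2.17e-05) and MALAT1 (0.00301). CYP1A1 had 4 to 10 counts per library in vehicle.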

Other observations

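Several other groups of genes changed in part at 1 µM G1. Of 10 tubulin genes, TUBA1B (log2 fold change -1.09), TUBA1C (-0.77) and TUBB (-0.66) were lower and TUBB3 (0.71) higher, as was TUBA4A (0.74, adjusted p = 0.0286 in edgeR), named after its value was seen (4 lower and 3 higher when adjusted over the list alone). The median was 0.04, the mean -0.05 and the camera adjusted p 0.625. With GC content and length trends removed the median was -0.03 (1 higher and 4 lower, adjusted p = 0.0890), and with the batch term as well the list passed (adjusted p = 0.0471). An estimated correlation was not tried in these fits, and with no correction it gave a camera adjusted p of 0.803 for the tubulins. TUBA1B, TUBA1C, TUBB, TUBB3 and TUBA4A each share over 10% of their exons with another gene. Of 20 hypoxia and glycolysis genes, VEGFA (0.66), PFKFB3 (0.76), BHLHE40 (0.69) and CA9 (1.06) were higher and 0 lower (6 higher and 1 lower when adjusted over the list alone), with a median of 0.35 and an adjusted p of 0.00460 (adjusted p = 0.313 with an estimated correlation). Of 9 mesenchymal transition genes, TGFBI (1.00), LAMC2 (1.01) and SNAI1 (1.39) were higher and 0 lower (3 higher and 1 lower when adjusted over the list alone), with a median of 0.48 and an adjusted p of 0.0245 (adjusted p = 0.114 with an estimated correlation). With GC content and length trends removed their median was 0.97, with 2 higher. The others of the 15 mesenchymal genes listed, among them CDH2, ZEB2, SNAI2 and TWIST1, were left out for low counts. Of 13 interferon-stimulated genes, 5 were higher, among them IFIT1, OAS1 (1.30) and ISG15 (0.75), and 2 lower, among them STAT1 (-0.65) (6 higher and 2 lower when adjusted over the list alone), with a median of 0.63 and an adjusted p of 0.0449 (adjusted p = 0.141 with an estimated correlation; 0.0550 without 1 µM replicate 1). With the trends removed 2 were higher and 0 lower, with a median of 0.43. The others of the 20 interferon-stimulated genes listed, among them IFIT2, IFIT3 and RSAD2, were left out for low counts.
Lipid synthesis, heat shock, YAP/TEAD and metallothionein lists did not pass at 1 µM in the model with all libraries and no correction. Of 13 fatty acid synthesis genes, SREBF1 (0.42) was higher and ELOVL6 (-0.98), GPAM (-1.37) and ACACA (-0.90) lower (1 higher and 3 lower when adjusted over the list alone), with a median of -0.07 and an adjusted p of 0.499. Of 24 cholesterol biosynthesis genes, IDI1 was lower (-0.34) and 0 higher (0 when adjusted over the list alone), with a median of -0.04 and an adjusted p of 0.572. Of 12 heat shock genes, HSPA1A (0.37) and HSPB1 (0.62) were higher and HSPH1 (-1.15) and HSP90AA1 (-1.38) lower (5 higher and 3 lower when adjusted over the list alone), with a median of 0.11 against a mean of -0.12 and an adjusted p of 0.594. Of 11 YAP/TEAD targets, CCN1 (0.89) and AJUBA (0.45) were higher and TEAD1 lower (2 higher and 1 lower when adjusted over the list alone). They had a median of 0.18 and a camera adjusted p of 0.451 (adjusted p = 0.752 with an estimated correlation). At the preset correlation the list passed without 1 µM replicate 4 (adjusted p = 0.0215). Of 3 metallothioneins, 0 passed in edgeR, DESeq2 or limma-voom or when adjusted over the list alone, 0 had an unadjusted p under 0.05, and the median was -0.19 (adjusted p = 0.451; 0.0232 without 1 µM replicate 4). The metallothioneins passed with GC content and length trends removed (median -0.39, adjusted p = 0.0358) and with the batch term as well (-0.41, adjusted p = 0.0495). An estimated correlation was not tried in these fits, and with no correction it gave a camera adjusted p of 0.671.
The calls of 19 of these genes (BHLHE40, CA9, LAMC2, SNAI1, IFIT1, OAS1, ISG15, STAT1, SREBF1, ELOVL6, GPAM, ACACA, IDI1, HSPA1A, HSPB1, HSP90AA1, CCN1, AJUBA and TEAD1) depended on the libraries used, and that of IDI1 was lost whichever library was left out, while each log2 fold change kept its direction (-0.36 to -0.30 for IDI1, 0.40 to 0.45 for SREBF1, -1.13 to -0.88 for TEAD1 and 0.42 to 0.73 for HSPB1). Without vehicle replicate 1, 18 were lost (adjusted p from 0.0514 to 0.180), without vehicle replicate 2 19 (0.0621 to 0.199), without vehicle replicate 3 1 (0.0883), without 100 nM replicate 1 4 (0.0508 to 0.0764), without 100 nM replicate 2 8 (0.0550 to 0.0901), without 100 nM replicate 3 2 (0.0546 to 0.0705), without 1 µM replicate 1 12 (0.0530 to 0.122), without 1 µM replicate 2 17 (0.0553 to 0.142) and without 1 µM replicate 4 8 (0.0502 to 0.109). With GC content and length trends removed, the calls of CA9, ISG15, STAT1, SNAI1, IDI1, SREBF1, ELOVL6, GPAM, HSPA1A, HSPB1, HSPH1, HSP90AA1 and TEAD1 were lost (adjusted p from 0.0560 for SNAI1 to 0.968 for IDI1). The log2 fold change was then -0.23 for STAT1, 0.11 for HSPA1A, 0.29 for HSPB1, -0.45 for ELOVL6, -0.49 for TEAD1, 0.43 for ISG15, 0.26 for SREBF1, -0.83 for GPAM and -0.65 for HSPH1, and 1.15 for SNAI1, -1.19 for HSP90AA1 and 0.79 for CA9.
The tests of RINe and of library totals below were chosen only after the result was seen. A3, B3 and C4 differed from the other 6 libraries, with the treatment in the model, in 5113 genes, 2474 higher and 2639 lower. These 3 libraries were picked because they stood apart in the same counts. Many calls and low p-values thus follow from the choice, and the values here only describe the difference. In camera 8 lists had an adjusted p under 0.05, and none of them with an estimated correlation (adjusted p from 0.494 to 0.510). Ribosomal protein genes were higher in 27 of 30 (median 0.50), hypoxia and glycolysis genes higher in 10 and lower in 2 of 20 (median 0.28), luminal markers higher in 7 and lower in 2 of 13 (0.20), and mitochondrially encoded mRNAs higher in 4 of 13 (0.23). Fatty acid synthesis genes were lower in 9 of 13 (median -0.31) and YAP/TEAD targets lower in 2 of 11 (-0.27). G2/M and mitosis genes were lower in 9 and higher in 2 of 25 (median -0.12, adjusted p = 0.0140) and histone genes higher in 7 of 16 (0.29, adjusted p = 0.0140). Of the 8 medians, those of YAP/TEAD targets and mitochondrially encoded mRNAs had the opposite sign at 1 µM G1, and the others the same. RINe argues against RNA quality as the cause, since it was highest of its group in 1 of the 3 libraries (B3), lowest in C4 and tied in A3. Other library measures lay on one side in each of the 3. The counts per 100 reads were highest of the group, and the number of genes with at least 10 counts was lowest. The share of the 10 top genes was highest only in C4. A difference between libraries in a measure other than RINe is thus not ruled out. The total count was highest in 2 of the 3 (A3 and B3). With GC content and length trends removed, the number of genes called was 3855 (2383 higher and 1472 lower), 75.4% of the above, which argues against these trends as the whole cause. No biological explanation was tested, since the treatments do not separate these libraries.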
